A study of Homo sapiens with 6 samples.

How the data were processed

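A pooled CRISPR knockout screen was read out as guide abundance in genomic DNA of SW480 cells after 11 days at pH 7.4, 6.9 or 6.6, with 2 libraries per medium. Libraries were made by PCR of the guide cassettes with the library's own protocol and sequenced on a NextSeq 500, per the labels' protocols. MAGeCK 0.5.9.2 is the tool named, per the submitters' processing notes. The aligner or counter, the genome build of the guide coordinates and the meaning of "corr" in the names of the tables are not given in the sources used here.

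The authors deposited a guide table and a gene table from MAGeCK and a gene table from drugZ for each low-pH medium against pH 7.4. Each guide table gives 2 normalised values per group in 1 field, with no replicate number, and these were called library a and library b by their position. The values are not whole numbers and library sums within a table are close, so the authors had scaled them. The pH 7.4 values of both tables were the same up to 1 factor of 1.05, whose extremes over guides were 1.0499 and 1.0502, and this shared column was taken as pH 7.4. Differences between the 2 values of a group were negatively correlated between groups, with r of -0.33, -0.40 and -0.29 across 17769 genes, whereas separate libraries would give about 0 and full levelling of the replicates over 3 groups -0.50. The mean of these differences over groups had an SD of 0.042 against 0.075 for independent values. This is what values adjusted between replicates before deposit would show. If they were, the spread between replicates is understated and the p-values are too small. Log2 fold changes of guides and genes, p-value based false discovery rates (q-values), ranks and the drugZ score are the authors' own, per the file headers, and were copied without refitting.

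Guide values were used as log2(value + 5). Guides with a mean under 20 over the 4 libraries of a table were left out, which kept 69511 of 71090 guides for pH 6.6 and 69414 for pH 6.9. A gene's value in a library was the mean over its guides, and a gene needed 2 guides. Fold changes are on this scale, which understates the change of guides with low values. Of the targets, 96.6% had 4 guides, and 142 guides were aimed at EGFP, LacZ or luciferase as controls. Gene names are those of the files. Of 18054 names, 16700 are current symbols in the RefSeq table of GRCh38.p14 and 1245 are an older name of 1 current symbol (FAM96B is CIAO2B, ATP5B is ATP5F1B and NDNL2 is NSMCE3 there). A further 26 names are dates written by a spreadsheet, over 109 guides, and up to 8 guides share 1 of them, so they were not interpreted. Of 65710 guides whose gene has a span in that table, 10.2% lay inside it, so the guide coordinates are not those of GRCh38 and are given as the files have them. No genome was used, and exons were not assigned.

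Each low-pH medium was tested against pH 7.4 within its own table with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. A count model was not used, since the values are not read counts. The fits had 2 residual degrees of freedom and a prior of 15.4 at pH 6.6 and 23.6 at pH 6.9. For pH 6.6 against pH 6.9 the tables were set to 1 scale with the factor above and all 6 libraries were fitted together. Across genes, fold changes had r = 0.951 and 0.912 with the authors' gene log2 fold changes at pH 6.6 and pH 6.9. Of gene lists, 42 were written before the data were examined, and the pool of oxidative phosphorylation lists made 43. Lists were tested with limma's camera at its preset correlation of 0.01 and again with an estimated correlation, which leaves 2 degrees of freedom, with adjustment over the lists. No list was called in either comparison with the estimated correlation. Shared controls were simulated 100 times with unchanged groups.

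Named genes followed a rule fixed before the data were examined. It took, in each direction, the 8 genes with the lowest adjusted p and the 6 best genes of the authors' rank aggregation, the 3 members with the lowest p in the direction of each called list, and 13 genes of acid-base transport, metabolism and colorectal cancer in every comparison. Not every gene that the rule gives is reported. Other genes named (TPI1, PKM, ISCA2, IBA57, NFU1, GLRX5, BOLA3, NUBP1, NUBP2, GFER, LYRM4 and those of the closing section that the rule did not give) were chosen after their values were seen.

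The fits were tested on simulated data with known changes in 50 genes per size. At pH 6.6, over 17774 genes, 100% of changes of 1 and 96% of changes of -0.5 (log2) were recovered and 0.109% of unchanged genes were called. At pH 6.9, over 17762 genes, 98% of changes of -0.5 were recovered and 0.0688% of unchanged genes were called. The simulation had independent libraries and so says nothing about an adjustment between replicates. Alternatives were other pseudocounts, guide filters, centrings, quantile normalisation, medians over guides, set tests over guides, a replicate block, fits without each library, other variance settings and the authors' own scores. Matched random lists and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.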

Results

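SW480 cells, a human colorectal cancer line, were infected with the TKO v3 library, a pooled lentiviral collection of guides for Cas9 knockout of human genes, at a target multiplicity of infection of 0.3. After puromycin selection the cells were kept for 11 days in medium with 22, 5.5 or 2.75 mM bicarbonate under 5% CO2, which set the extracellular pH at 7.4, 6.9 and 6.63 (the last is called pH 6.6 here). Genomic DNA of 2 infection replicates per medium was sequenced across the guides, giving 6 libraries in 3 groups of 2, and the labels describe independent experimental setups. The deposited tables held 71090 guides under 18054 target names. Summed normalised guide values ran from 16308828 to 16427302 in the table for pH 6.6 and from 17137308 to 17285216 in that for pH 6.9. These sums follow the authors' scaling, so the sequencing depth behind each library is unknown. The median guide value was between 220.6 and 233.2 in the libraries. A guide that falls against pH 7.4 marks a knockout carried by a smaller share of the cells at low pH, and one that rises marks a larger share.

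Guides against core-essential genes were depleted in every medium. The median log2 guide value of 5 core-essential lists (cytosolic ribosome, proteasome, spliceosome, DNA replication, RNA polymerase II and mediator) minus that of olfactory receptor genes, which colorectal cells are not known to need, was -2.20 ± 0.06 (SD, n = 2) at pH 7.4. It was -2.08 ± 0.05 (SD, n = 2) at pH 6.9 and -1.95 ± 0.11 (SD, n = 2) at pH 6.6. The libraries at pH 6.6 had gaps of -1.87 and -2.03, both smaller than the gaps of -2.25 and -2.16 at pH 7.4. No test was made of this difference between the gaps of the libraries. The related difference in gene fold changes at pH 6.6, 0.26 (SE 0.02 over genes) between core lists and olfactory receptor genes, is weighed in the closing section. A library from before the exposure was not analysed here.

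**Figure D1:**
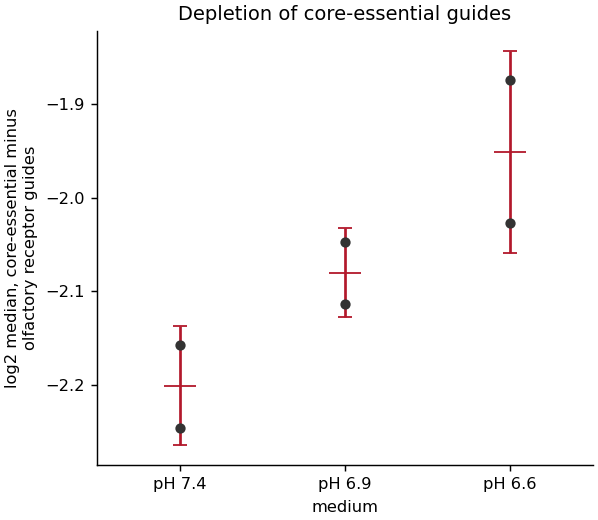
Gap in median log2 guide value between core-essential and olfactory receptor guides (vertical axis, log2) in each medium (horizontal axis). Dots are single libraries, and red marks are the mean with its SD over 2 libraries, which was -2.20 at pH 7.4 and -1.95 at pH 6.6. The vertical axis does not start at 0.

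The first comparison asked which knockouts lose or gain share when the medium is at pH 6.6 instead of pH 7.4. Guides against the respiratory chain fell most clearly, and complex I, the NADH dehydrogenase of the inner mitochondrial membrane, led them. The 35 measured complex I subunits had a median log2 fold change of -0.74, and all 35 lay below 0. NDUFS1, the large iron-sulfur subunit of complex I, fell by 1.31 on the log2 scale (SE 0.18), with values of -1.41 and -1.22 in the 2 libraries at pH 6.6. NDUFA11 fell by 1.25 (SE 0.16) and NDUFA9 by 0.86 (SE 0.11), and COX8A, a subunit of cytochrome c oxidase (complex IV), fell by 0.88 (SE 0.09). Over all 17768 genes tested with limma, 405 fell and 766 rose at an adjusted p below 0.05.

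Of the 35 complex I subunits, 27 fell and none rose over all genes, and 30 fell when adjusted over the list alone. Among 18 complex I assembly factors the median was -0.52, and 11 fell (12 adjusted over the list alone), with NDUFAF6 at -0.81. Complex IV had a median of -0.20 over 31 genes, of which 12 fell over all genes and 14 adjusted over the list alone, COX5B at -0.95 and COX6B1 at -0.64 among them. In complex III 3 of 14 genes fell over all genes and 7 adjusted over the list alone (median -0.32), and ATP synthase had 2 of 19 either way (median -0.18), one being the catalytic subunit ATP5B at -0.91. Complex II had a median of -0.18 over 6 genes and was not called as a list (adjusted p = 0.171). The pool of these lists, 123 genes of oxidative phosphorylation, had a median of -0.33, with 55 genes lower and 0 higher over all genes and 67 lower and 1 higher adjusted over the list alone. The series title names oxidative phosphorylation, so this list was chosen with knowledge of the study's result and is not independent evidence of its direction. Camera, which sets a list against all other genes, gave adjusted p = 3.09e-29 for complex I subunits and 5.05e-25 for the pool. With an estimated correlation the adjusted p was 0.378 for both, in a test with 2 residual degrees of freedom. With guides under a mean of 100 left out the medians were -0.37 and -0.17, and the calls of complex III and ATP synthase ended.

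The 4 guides against NDUFS1 lay on chromosome 2 between positions 207011765 and 207017146 in the coordinates of the guide names, whose genome build is not given in the sources used here. Their log2 fold changes at pH 6.6 ran from -2.61 to -0.45. The 4 guides against NDUFA11, on chromosome 19 between 5894819 and 5903663, had values from -1.64 to -0.96.

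Of the other mitochondrial lists, 3 were called lower. Coenzyme Q synthesis, which makes the electron carrier between complexes I and III, had 4 of 14 genes lower (6 adjusted over the list alone), with PDSS2 at -0.84 and COQ2 at -0.66. The 81 proteins of the mitochondrial ribosome had a median of -0.23 and 73 of them lay below 0, although 4 fell over all genes and 0 adjusted over the list alone. Of 25 genes of the TCA cycle and pyruvate entry 5 fell (7 adjusted over the list alone), with a median of -0.10. The camera adjusted p was 0.00497, 7.57e-09 and 0.000586 for these 3 lists, and 0.378, 0.390 and 0.378 with an estimated correlation. Mitochondrial gene expression was not called (median -0.05, adjusted p = 0.357), with 1 of 56 genes lower and 6 higher (4 and 6 adjusted over the list alone). Mitochondrial import and cristae was not called either (median 0.03, adjusted p = 0.272), with 0 of 39 lower and 3 higher (1 and 4 adjusted over the list alone). The medians were also set among those of random lists matched on abundance in pH 7.4 library a or b. Mitochondrial gene expression stood at percentile 0 or 0.01, thus below equally abundant genes though not called against all genes. Import and cristae stood at 33.71 or 12.91.

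Members of iron-sulfur cluster assembly went both ways. Of 23 genes 5 fell and 7 rose over all genes, and 5 and 10 adjusted over the list alone. ISCA2, IBA57, NFU1, GLRX5 and BOLA3, which act in the mitochondrial part of the pathway, had log2 fold changes of -0.99, -0.89, -0.75, -1.01 and -0.29. FAM96B, MMS19, NDOR1, NUBP1 and NUBP2, which act in the cytosolic part, rose by 1.39, 0.73, 1.22, 0.70 and 0.51. GFER and LYRM4, both mitochondrial proteins, also rose, each by 0.50. The compartments were compared only after the values were seen, and no test of them was made. The list was called higher (median 0.16, adjusted p = 0.0459, 0.390 with an estimated correlation). The call ended under 8 of 23 alternatives, among them centring on all guides or on control-target guides, quantile normalisation, camera on ranks and the fit without pH 6.6 library b, and the median was 0.003 in library a alone and 0.33 in library b alone.

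Of 22 measured genes of glycolysis 8 rose, 0 fell and 14 did not pass the test over all genes (8 rose and 1 fell adjusted over the list alone). The list had 7 genes below 0, a median of 0.09 and camera adjusted p = 0.000225 (0.378 with an estimated correlation). ALDOA, the aldolase of the pathway, rose by 1.96 (SE 0.27), from a mean log2 value of 4.24 at pH 7.4, and its 4 guides had log2 fold changes from 1.38 to 2.53. GAPDH rose by 1.00 (SE 0.10), PGK1 by 0.83 (SE 0.10), PKM by 0.58 and TPI1 by 0.59. LDHA, which makes lactate, had 0.04 (adjusted p = 0.850).

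Lists of general cell growth were called higher. The cytosolic ribosome had a median of 0.46 over 46 genes, with 15 higher (20 adjusted over the list alone), RPS3 at 0.96 and RPL37A at 0.81 among them. RNA polymerase II and mediator had a median of 0.23 over 55 genes with 11 higher (19 adjusted over the list alone), MED15 at 0.80 and MED12 at 0.61 included. DNA replication had 9 of 47 genes higher (13 adjusted over the list alone), ORC2 at 0.75 among them, but the call ended with quantile normalisation. Nucleotide synthesis had 8 of 22 higher (11 adjusted over the list alone), among them PAICS and GMPS of purine synthesis at 1.26 and 1.06. The camera adjusted p was 1.25e-10, 1.02e-08, 5.62e-05 and 1.2e-06 for these 4 lists. With an estimated correlation it was 0.390, 0.390, 0.390 and 0.378. The medians were also set among random lists matched on abundance in pH 7.4 library a or b. The ribosome stood at percentile 87.8 or 94.1, RNA polymerase II and mediator at 78.3 or 88.0, and DNA replication at 34.5 or 75.7. Their rise is thus not shown to exceed that of equally abundant genes. Nucleotide synthesis stood at percentile 99.4 or 100.

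Among regulatory and organelle lists, mTORC1 activation had 4 of 21 genes higher (11 adjusted over the list alone, median 0.30 on the log2 scale). Against a single pH 7.4 library the median of mTORC1 activation was 0.14 or 0.28, depending on the library, and its lowest value over the alternatives was 0.069. FLCN and RRAGA, both of which pass amino acid signals to mTORC1, rose by 0.85 and 0.69. RAS-MAPK activation had 6 of 18 higher (8 adjusted over the list alone), with SHOC2 at 0.53. The V-ATPase, the proton pump of lysosomes, had 5 of 21 higher (6 adjusted over the list alone), with ATP6V1C1 at 0.61. Without guides under a mean of 100 its call ended. N-glycosylation and ER folding had 9 of 33 higher (10 adjusted over the list alone), with ALG13 at 0.89. The camera adjusted p was 0.000467, 0.00234, 0.000229 and 0.000102 for these lists, and 0.429, 0.390, 0.390 and 0.378 with an estimated correlation. Among random lists matched on abundance in pH 7.4 library a or b, the V-ATPase stood at percentile 95.37 or 92.95. Its rise is thus not shown to exceed that of equally abundant genes. mTORC1 activation stood at 93.31 or 100 and N-glycosylation at 99.98 or 51.88, so for both the match decides. RAS-MAPK activation stood at 99.98 or 99.67. Proteasome, spliceosome and integrated stress response were called higher and redox and ferroptosis lower, each with a call that at least 7 alternatives ended. The other 20 lists were not called, among them Wnt activation, HIF pathway, Hippo kinases, acid sensors and acid-base transporters.

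Among acid-base genes, SLC4A7, a sodium-bicarbonate cotransporter, had 0.09 (SE 0.08, adjusted p = 0.579), CA9 had -0.04 and SLC16A1 had 0.10, neither past the test. BSG, the partner of lactate transporters, rose by 0.24 (adjusted p = 0.0326), a call that ended without pH 7.4 library a (0.22), without pH 6.6 library a (0.24) and without pH 6.6 library b (0.24). Of the colorectal cancer genes, CTNNB1 (beta-catenin) rose by 0.52 (adjusted p = 0.00736), while APC had -0.08, not past the test. Without pH 6.6 library a CTNNB1 had 0.35 and was not called. The genes with the lowest adjusted p among those that rose included DOLK, the dolichol kinase of N-glycosylation, at 1.47 (SE 0.11), RTCB, the tRNA ligase, at 1.82 (SE 0.17), NOP9 at 1.04 and PTPMT1, a phosphatase of cardiolipin synthesis, at 1.59.

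**Figure D2:**
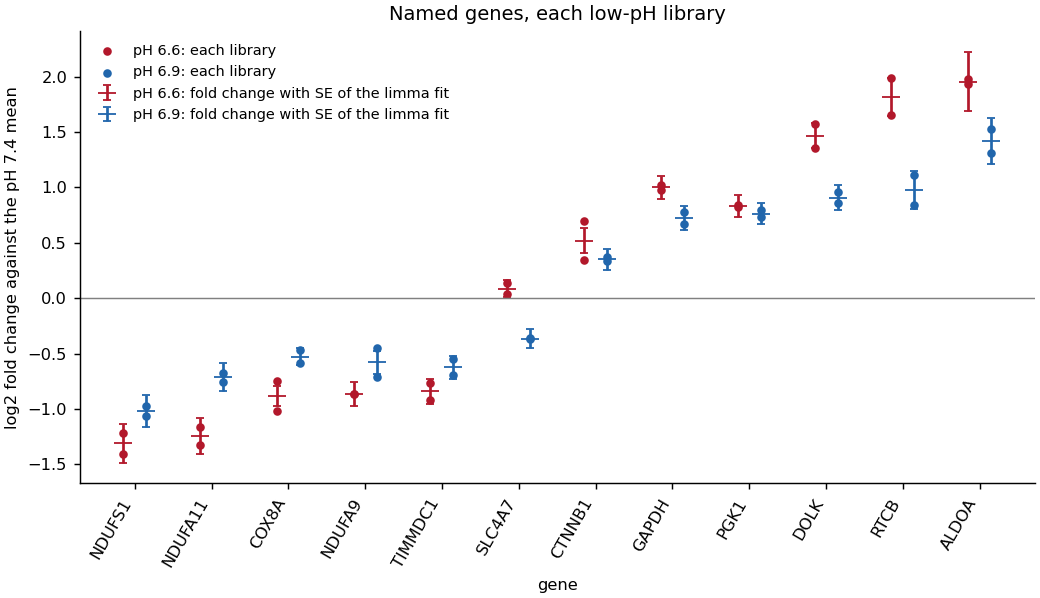
Log2 fold change of 12 genes (horizontal axis) against the pH 7.4 mean (vertical axis, log2), red for pH 6.6 and blue for pH 6.9. Dots are the 2 low-pH libraries of each medium and crosses with bars the limma fold change with its SE. NDUFS1 lay at -1.31 at pH 6.6 and -1.02 at pH 6.9, and ALDOA at 1.96 and 1.42.

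The number of calls depended on pH 6.6 library a, without which 197 genes fell and 425 rose, and with values centred on control-target guides the split was 57 lower and 674 higher. Differences between the 2 values of a group were negatively correlated between groups, which independent libraries would not show, so the replicate spread and the p-values may be too small, and with a residual variance 1.5 times as large 90 genes fell and 367 rose.

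The second comparison set pH 6.9 against pH 7.4. Complex I subunits had a median log2 fold change of -0.44, and all 35 lay below 0. NDUFS1 fell by 1.02 (SE 0.14), COX8A by 0.53 (SE 0.07) and NDUFA6 by 0.69 (SE 0.11). SLC31A1, the main copper importer, fell by 0.53 (SE 0.08), and SLC39A10, a zinc importer, by 0.61 (SE 0.10). Of 17763 genes tested with limma, 81 fell and 193 rose.

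Of complex I subunits 17 of 35 fell over all genes and 26 adjusted over the list alone, and of assembly factors 8 of 18 and 12 (median -0.35). Complex IV had 9 of 31 lower and 18 adjusted over the list alone, with a median of -0.32 and with LRPPRC, which stabilises mitochondrial messenger RNA, at -0.53. Complex III had 0 of 14 over all genes and 6 adjusted over the list alone (median -0.23), and ATP synthase had 1 of 19 and 4 (median -0.14), a call that ended without guides under a mean of 100. The pool of oxidative phosphorylation genes had 35 of 123 lower and 0 higher, with 67 and 0 adjusted over the list alone and a median of -0.28, and the caution on its choice holds here too. The mitochondrial ribosome had a median of -0.21 with 73 of 81 genes below 0, 3 of them lower over all genes and 6 adjusted over the list alone. Coenzyme Q synthesis had 2 of 14 lower and 5 adjusted over the list alone, with a median of -0.11 that was 0.0088 when centred on control-target guides. Mitochondrial gene expression had 1 of 56 lower and 9 adjusted over the list alone (median -0.14). The TCA cycle list was called lower with 0 of its 25 genes past either threshold, and its median of -0.074 was 0.049 when centred on control-target guides. The camera adjusted p was 1.28e-32 for complex I subunits and 2.74e-35 for the pool, and at most 0.00555 for the other lists called lower. With an estimated correlation it lay between 0.348 and 0.420 for the lists called lower.

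Glycolysis had 7 of 22 genes higher (8 adjusted over the list alone), with ALDOA at 1.42 (SE 0.21), PGK1 at 0.76 (SE 0.10) and GAPDH at 0.72 (SE 0.11). Without pH 6.9 library a ALDOA had 1.31 and was not called, and the call of the list ended with camera on ranks. The V-ATPase had 4 of 20 higher (7 adjusted over the list alone), with WDR7, which helps the pump assemble, at 0.54. Nucleotide synthesis had 3 of 22 higher (4 adjusted over the list alone), with PAICS at 0.82, and its call ended without pH 6.9 library b, where the median was 0.069 against 0.17 with all libraries. N-glycosylation had 2 of 33 higher (4 adjusted over the list alone). RNA polymerase II and mediator had 2 of 56 higher (4 adjusted over the list alone), and the cytosolic ribosome 1 of 44 (6 adjusted over the list alone), with a median of 0.18. Both calls ended when values were centred on control-target guides, and that of the ribosome also without guides under a mean of 100. The camera adjusted p of these 6 lists was at most 0.000358, and with an estimated correlation it lay between 0.348 and 0.428. Among random lists matched on abundance in pH 7.4 library a or b, the V-ATPase stood at percentile 99.91 or 97.93 and N-glycosylation at 99.98 or 98.56. Nucleotide synthesis stood at 94.81 or 99.99 and the ribosome at 42.28 or 97.52, so for both the match decides. RNA polymerase II and mediator stood at 49.93 or 94.24, not shown to exceed equally abundant genes. Iron-sulfur cluster assembly (2 lower and 2 higher of 23, adjusted p = 0.023) and proteasome (adjusted p = 0.0447) were also called higher, with calls that at least 8 alternatives ended. The other 25 lists were not called.

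At pH 6.9 SLC4A7 fell by 0.37 (SE 0.09, adjusted p = 0.0282), with -0.37 and -0.36 in the 2 libraries, but the call ended without pH 7.4 library a (-0.37), without pH 6.9 library a (-0.36) and without pH 6.9 library b (-0.37), and with the median over guides (-0.15). That median was taken over the guide values of each library before the difference, so it is not the median of the guide changes. The 4 guides of SLC4A7 had log2 fold changes of -0.56, 0.11, -0.40 and -0.61 at pH 6.9. DOLK rose by 0.90 (SE 0.11), NOP9 by 0.76 and DHX35 by 0.79. Without pH 6.9 library a 24 genes fell and 39 rose, and without pH 7.4 library b 374 rose. Centred on control-target guides, which moved the median of all genes by 0.12, 19 genes fell and 538 rose. The caution on the replicate spread holds here too: with a residual variance 1.5 times as large 17 fell and 39 rose, with medians over guides 34 and 75, and without guides under a mean of 100 28 and 68.

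**Figure D3:**
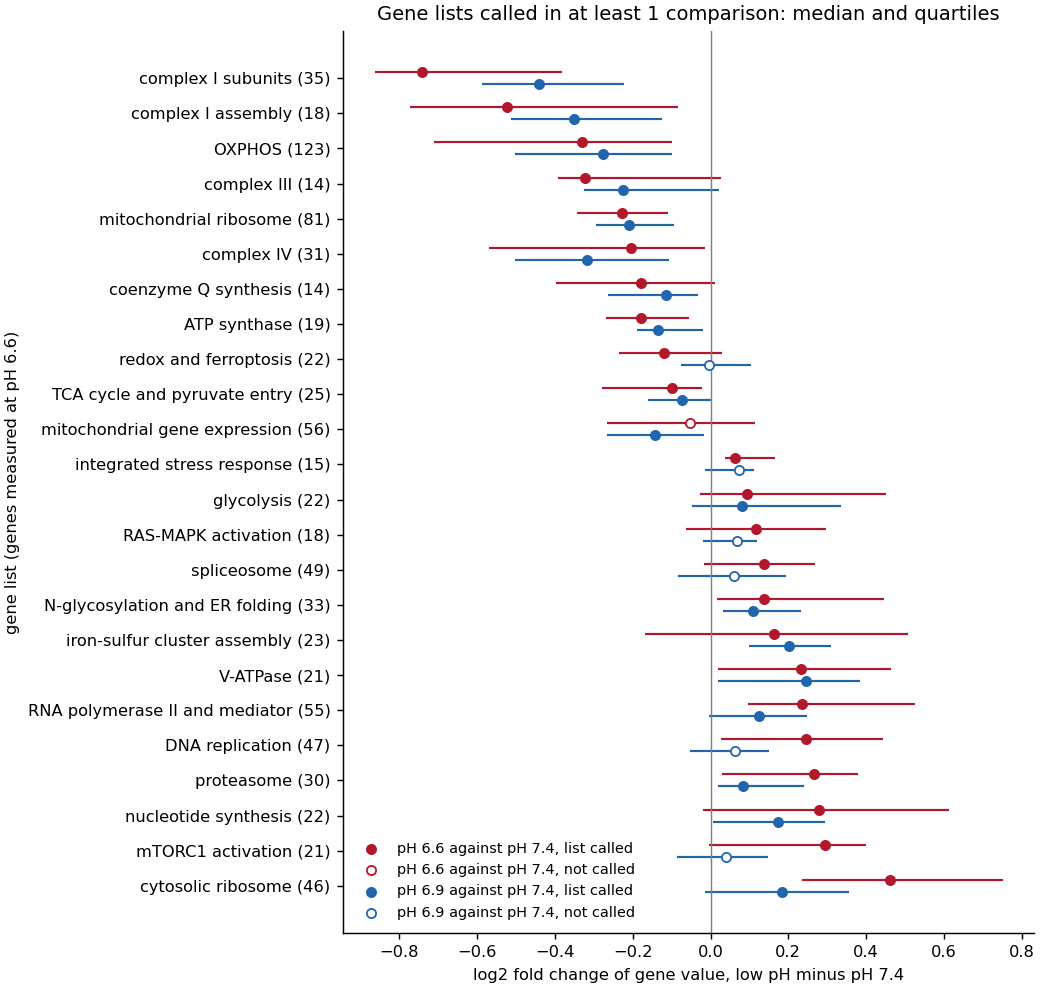
Median log2 fold change of each gene list called in at least 1 comparison (horizontal axis, log2), with lines from the lower to the upper quartile of its genes, red for pH 6.6 and blue for pH 6.9 against pH 7.4. Filled dots are lists called by camera with its preset correlation and open dots lists not called. Complex I subunits lay lowest at -0.74 and the cytosolic ribosome highest at 0.46, both at pH 6.6.

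The third comparison asked how the responses to the 2 low-pH media compare. Across 17754 genes the 2 fold changes had a correlation of 0.767, against a mean of 0.50 when unchanged groups were simulated against the same pH 7.4 libraries. Genes are not independent replicates. The covariance was 0.0212, against 0.00359 simulated, a difference of 0.0176. Fold changes had the same sign in 72.3% of genes, against 66.7% simulated. Of the genes called lower at pH 6.6 (405) and at pH 6.9 (81), 68 were shared, where independent lists would share 1.85, and of those called higher (763 and 193) 167 were shared, where independent lists would share 8.29. The 2 media share their pH 7.4 libraries, so their lists are not independent even without a response, and the overlap was not simulated. Its excess is therefore no measure of a shared response. No gene was called in opposite directions. With the 2 pH 7.4 libraries split, 1 for each medium, the covariance over 17769 genes was 0.0161 or 0.0183 and the correlation 0.496 or 0.560, depending on which library served which medium. This split was made after the other values were seen. Each medium then had 1 control library, and the values of the libraries may have been adjusted to each other, so part of the excess may still come from the shared controls.

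Set directly against pH 6.9 in 1 limma fit of the 6 libraries, no gene of 17769 differed at pH 6.6 at an adjusted p below 0.05, while 2275 passed an unadjusted p of 0.05. Fits without 1 library gave up to 98 lower and 255 higher, both without pH 6.6 library b. As lists, complex I subunits lay lower at pH 6.6 than at pH 6.9 by a median of -0.25 (camera adjusted p = 1.58e-10), and the cytosolic ribosome lay higher by 0.25 (adjusted p = 2.07e-07). With an estimated correlation the adjusted p was 0.530 for both lists. For complex I subunits the 2 fold changes against pH 7.4 had medians of -0.74 and -0.44.

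**Figure D4:**
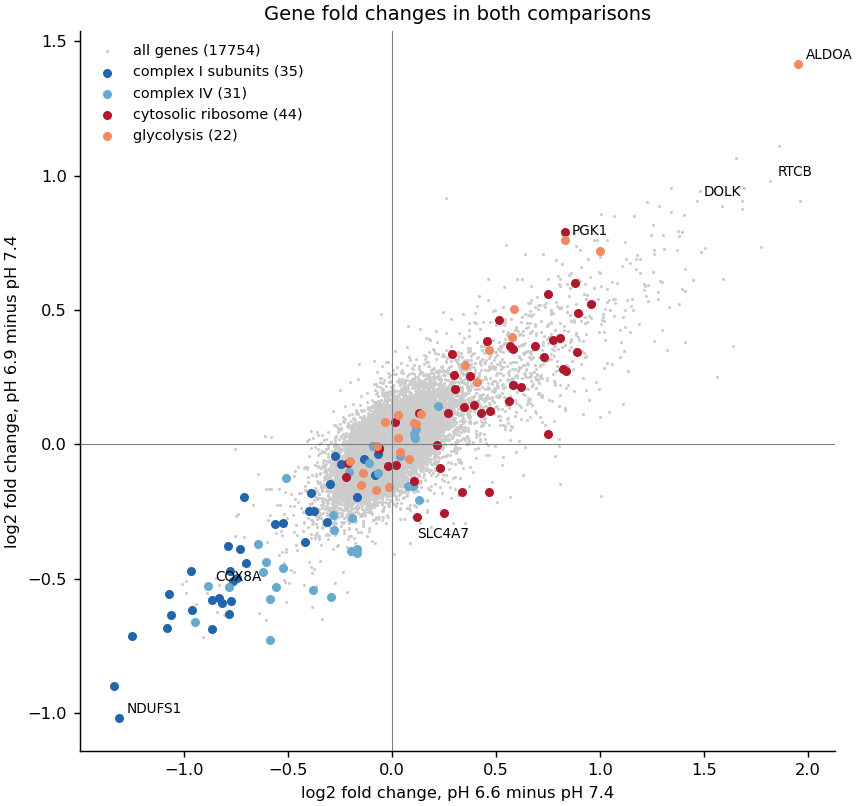
Log2 fold change of each gene at pH 6.6 (horizontal axis) and pH 6.9 (vertical axis) against the same pH 7.4 libraries, 1 dot per gene. Grey dots are all 17754 genes measured in both and coloured dots 4 of the lists, with complex I subunits and complex IV mostly in the lower left and glycolysis reaching ALDOA at 1.96 and 1.42.

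The authors' deposited tables score the same contrasts with MAGeCK's robust rank aggregation and with drugZ. At a false discovery rate below 0.05 the authors' deposited table of rank aggregation listed 28 genes lower and 328 higher at pH 6.6, and that of drugZ 40 and 129. Of these, 27 and 318 were also called by limma for rank aggregation, and 38 and 129 for drugZ. At pH 6.9 the authors' deposited tables listed 18 lower and 60 higher by rank aggregation and 38 and 30 by drugZ. COX8A and NDUFA11 held ranks 1 and 2 among depleted genes at pH 6.6 in the authors' deposited table of rank aggregation, and NDUFS1 had a drugZ score of -6.95 there and -7.49 at pH 6.9 in the authors' deposited table of drugZ. SLC4A7 had a false discovery rate of 0.226 by rank aggregation and 0.0948 by drugZ at pH 6.9 in the authors' deposited tables.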

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

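Of the tests here, those on scaling and on low guides, and that of weaker selection on oxidative phosphorylation, were chosen after the results were seen, and that of weaker selection on the core lists before. Results are listed because the change at pH 6.6 differed from that at pH 6.9 in a direct test of the difference. SLC4A7, a sodium-bicarbonate cotransporter and one of 13 genes chosen beforehand for every comparison, lay 0.45 (log2) higher at pH 6.6 than at pH 6.9 (adjusted p = 0.000549 over the 13 and 0.124 over all genes). Of the lists, complex I subunits (-0.25), oxidative phosphorylation (-0.082), complex I assembly (-0.10), mTORC1 restraint (-0.090) and redox and ferroptosis (-0.13) lay lower at pH 6.6 than at pH 6.9. Cytosolic ribosome (0.25), DNA replication (0.18), nucleotide synthesis (0.15), mTORC1 activation (0.14), RNA polymerase II and mediator (0.11), RAS-MAPK activation (0.11), spliceosome (0.10) and mitochondrial gene expression (0.045) lay higher. These are median differences past the preset camera test, and with an estimated correlation the adjusted p was 0.530 or 0.570 for each.

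The rise of core-essential lists at pH 6.6 was weighed against the authors' scaling and against weaker selection overall. Scaling moves all genes of a library alike, but the core lists lay 0.26 (SE 0.02) above olfactory receptor genes, which argues against it. The SEs here and for oxidative phosphorylation below were drawn over genes, so they hold no spread between libraries. By library, the gap between core and olfactory receptor guides was -1.87 and -2.03 at pH 6.6 and -2.25 and -2.16 at pH 7.4. Weaker selection, for instance through fewer divisions in 11 days, could raise genes in proportion to their depletion. Over the 227 genes of the core lists, the fold change against one pH 7.4 library fell with abundance in the other, with a slope of -0.12 (SE 0.03), as this explanation needs. It stays open, as does a lower need for growth genes at low pH, which was not tested, and cell numbers or divisions were not analysed here.

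The fall of oxidative phosphorylation genes at pH 6.6 was weighed against the same explanations and against noise of low guides. Weaker selection would raise these genes, which are depleted at pH 7.4, but the list lay -0.35 (SE 0.07) below random lists matched on abundance at pH 7.4. The list lay -0.32 (SE 0.05) below olfactory receptor genes, which scaling cannot give. With guides under a mean of 100 left out its median was -0.17, smaller but below 0, which argues against noise of low guides as the whole cause. The SE of 0.05 used in this test was that of the median before this filter. An SE of the filtered median was not computed. The mean behind this filter includes the pH 6.6 libraries, so it removes guides that fell more readily than others, which by itself moves the median towards 0. A greater need for respiration in the acid medium is therefore a hypothesis that remains, found and tested on the same libraries. Extracellular pH, bicarbonate and added NaCl changed together between the media, and no library varied one of them alone.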

How the results depend on the processing

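The crossed block, the variance of 1.5 times and the fits without 1 library for pH 6.6 against pH 6.9 were chosen after seeing the data, and the other alternatives before. For oxidative phosphorylation, complex I subunits and complex IV, the estimated correlation and fry on the gene values ended the calls in both comparisons. Under each other alternative run on lists, these lists stayed lower and called. The variance of 1.5 times was run on genes only, so it says nothing about lists. For all lists together, 1799 of 1968 alternatives kept the side of the threshold and, where called, camera's direction, 135 lost the call, 31 gained one and 3 reversed in camera's direction. Camera sets a list against other genes, so a median can change sign while the call stays, as for coenzyme Q synthesis (0.0088) and the TCA cycle (0.049) at pH 6.9 centred on control-target guides. For named genes, 2633 of 2965 kept the side of the threshold and, where called, the direction, 245 lost the call, 86 gained one and 1 reversed. The median of spliceosome at pH 6.6 was -0.034 with quantile normalisation. Proteasome at pH 6.9 had -0.018 with guides under a mean of 100 left out and -0.040 with quantile normalisation (call lost). It had 0.21 centred on control-target guides, where camera's direction against other genes was lower. TAF10 at pH 6.6 had -0.072 with guides under a mean of 100 left out. The cause was not tested.

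Counts of genes moved more. With guides under a mean of 100 left out, 259 fell and 436 rose at pH 6.6 and 28 and 68 at pH 6.9. Centring on olfactory receptor guides gave 630 lower at pH 6.6, and centring on control-target guides gave 57 lower at pH 6.6 (674 higher) and 19 lower and 538 higher at pH 6.9, with 4 lists higher there. Without the trend 198 fell at pH 6.6, and with medians over guides 34 fell and 75 rose at pH 6.9. A residual variance 1.5 times as large gave 90 and 367 at pH 6.6 and 17 and 39 at pH 6.9. Fry over the guides of a gene called 0 and 0 in both, with 1110 lower and 1288 higher at an unadjusted p of 0.05 at pH 6.6 and 769 and 855 at pH 6.9. By the authors' rank aggregation 28 fell and 328 rose at pH 6.6 and 18 and 60 at pH 6.9, and by the authors' drugZ 40 and 129, and 38 and 30. With an estimated correlation 0 lists were called either way in both. Fry on the gene values called 1 list lower and 1 higher at pH 6.6, and 0 and 0 at pH 6.9. Without the core lists as background 8 lists were called higher at pH 6.6 and 5 at pH 6.9, because the core lists were not tested there. The 1 call that ended was that of redox and ferroptosis at pH 6.6. The gap of core-essential guides was -2.37 at pH 7.4 and -2.20 at pH 6.9 against other tissue-restricted families, and -2.28 and -2.15 with a pseudocount of 1. The cause of the other moves was not tested, except that the estimated correlation leaves 2 degrees of freedom.

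Without 1 library at a time, 197 to 528 genes fell and 425 to 886 rose at pH 6.6, lowest without pH 6.6 library a. At pH 6.9, 24 to 118 fell and 39 to 374 rose, lowest without pH 6.9 library a and highest in rises without pH 7.4 library b. For pH 6.6 against pH 6.9 it was 0 to 98 lower and 0 to 255 higher, highest without pH 6.6 library b, and 22 and 88 without pH 7.4 library a and 21 and 86 without library b. A lone library of a group is assumed to vary like the others.

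The fields name no replicate, so a replicate block could use only the position of a value. With this replicate block 283 fell and 633 rose at pH 6.6, 36 and 86 at pH 6.9, and 1 and 3 for pH 6.6 against pH 6.9, and the 2 values of a position deviated in opposite ways. With the crossed pairing 1704 fell and 1905 rose at pH 6.6, and 589 and 767 at pH 6.9. The depth of the libraries is unknown, so counting error could not be set against these changes.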

Other observations

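The tests of glycolysis were chosen before their results were seen, and those of the replicates and of the gene groups after. Several gene groups outside the lists written beforehand had members that rose at low pH, and they were put together after their values were seen. Of 11 genes of tRNA splicing and ligation, 7 rose at pH 6.6 and 3 at pH 6.9, with RTCB at 1.82 and 0.98 and TSEN54 at 1.26 and 0.72 (log2). Of 7 genes of the SMC5/6 complex, which acts in DNA repair, 6 rose at pH 6.6 and 3 at pH 6.9, with NDNL2 at 1.34 and 0.87 and SMC6 at 0.94 and 0.41. Of 6 genes of cardiolipin synthesis, the lipid of the inner mitochondrial membrane, 3 rose at pH 6.6 and 1 at pH 6.9, with PTPMT1 at 1.59 and 0.89 and TAMM41 at 0.92 (0.34 at pH 6.9, not past the test). Against random lists matched on abundance in pH 7.4 library a, the medians at pH 6.6 stood at percentile 99.3 for tRNA splicing, 99.9 for SMC5/6 and 81.6 for cardiolipin synthesis, and matched on library b at 98.8, 99.6 and 98.3, so for the last group the match decides. At pH 6.9 the percentiles were 87.5 and 99.8 for tRNA splicing, where the match decides too, 99.9 and 98.7 for SMC5/6, and 70.1 and 93.4 for cardiolipin synthesis, inside the middle 95% with both. These percentiles describe groups picked for their values.

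Of 4 genes of copper and zinc uptake, grouped after their values were seen, 2 fell and 1 rose at both pH 6.6 and pH 6.9. SLC31A1, the copper importer, had -0.36 at pH 6.6 and -0.53 at pH 6.9, and SLC39A10, a zinc importer, -0.39 and -0.61, all past the test. SLC39A7, a zinc transporter of the secretory pathway, rose by 0.40 and 0.46. CNOT4, a ubiquitin ligase of the CCR4-NOT complex, fell by 0.41 at pH 6.6 and had -0.17 at pH 6.9, not past the test. C6orf136 fell by 0.81 at pH 6.6 and by 0.64 at pH 6.9, among the 3 genes with the lowest p of those that fell in both. PRDX1, a peroxidase, had -1.27 in pH 6.6 library a and -0.21 in library b, and its call ended without library a.

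The rise of SLC16A3, a lactate exporter, at pH 6.9 (0.43, adjusted p = 0.0424) rested on 1 of its 4 guides, on chromosome 17 from 80195583 to 80195602 in the files' coordinates. This guide had 1.60 at pH 6.9, the other guides -0.09 to 0.12, and its normalised value in pH 6.9 library a was 4671, the highest of any guide in that library.

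The hypothesis tested here was that glycolysis genes gain share at low pH beyond genes equally depleted at pH 7.4. Abundance at pH 7.4 stood in for depletion, and no library from before the exposure was analysed. The list median at pH 6.6 stood at percentile 89.9 of random lists matched on one pH 7.4 library and 92.6 with the other. Both lie inside the middle 95%, so the rise of the whole list is not shown to exceed that of equally abundant genes. At pH 6.9 it stood at percentile 94.4 with one and 99.5 with the other, so the match decides and the question stays open there. The median covers isoforms with little change, and the genes that rose, such as ALDOA at 1.96, may still stand apart.

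The opposite differences of the 2 values of a group between groups were tested after they were seen. The highest of the 3 correlations across genes was -0.29 (SE 0.01). Values given in crossed order would leave at least 1 correlation above 0, which argues against it. An adjustment between replicates before deposit is the candidate explanation that remains, and the meaning of the tables' naming was not tested.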
